A study of Homo sapiens with 8 samples. Its data were reported in "Engineered MED12 mutations drive leiomyoma-like transcriptional and metabolic programs by altering the 3D genome compartmentalization" (2023).

How the data were processed

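The samples were spheroids of a human myometrial smooth muscle cell line, that is, cells of the muscle wall of the uterus kept dividing by the catalytic subunit of telomerase (hTERT). MED12 encodes a subunit of the kinase module of Mediator, the complex that links transcription factors to RNA polymerase II, and codon 44 is the site of recurrent mutations in uterine fibroids (leiomyomas). The labels give 3 libraries of each of 2 colonies carrying an engineered Gly-44 change and 2 files of wild-type (WT) cells. They do not say whether the WT cells went through editing and sorting. The colonies are called colony1 and colony2 as in the labels. Cells were seeded at 3000 per well in ultra-low attachment plates and RNA was harvested on day 6, with 500 ng of total RNA going into poly(A) selected, strand-specific libraries.

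The deposited values are raw read counts per gene, which the authors made by aligning paired reads to GRCh38 with STAR 2.7.5 and counting exonic fragments on the reverse strand with featureCounts of Subread 1.6.1, using Ensembl 102 genes. deepTools 3.5.1 is also listed in the submitters' processing notes and its output was not used here. Exonic counts are not corrected for gene length, so levels are compared between libraries and not between genes, and reads that fit several genes are not counted under the stated defaults, which lowers members of near-identical families such as the MAGE genes. The 60675 gene identifiers carry no symbols. Symbols, positions and biotypes were taken from GENCODE 44 on GRCh38, which held 60419 of the identifiers and 99.9% of the counts.

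In 1 file of colony2 (replicate 2) the count cells of 27 genes held calendar dates, as spreadsheet software makes from older gene names such as those of the MARCH and SEPT families. These 27 genes were left out of every library. They held at most 0.191% of the counts of any other library.

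In the median gene the 2 WT files differed by less than sampling noise, and they were counted as 1 sample. Over 9336 genes with enough counts the ratio of the WT replicate 1 count to the WT replicate 2 count had a median of 2.24, with 5th and 95th percentiles of 2.16 and 2.33, and the ratio of the totals was also 2.24. Scaled to totals, the median chi-square of a gene was 0.181 of its value under pure sampling, while it was 3.14 to 9.78 in the other pairs of libraries of a group. Summed over all genes the chi-square per degree of freedom was 1.86, so that some genes differed by more than sampling, against 6.30 to 40.3 in the other pairs. Of 3005 genes with a count of 1 in WT replicate 2, 0.566% had 0 counts in WT replicate 1, against 44.9% to 58.6% in the other pairs, and 59.8% had exactly 2 counts. Odd numbers made up 32.1% of the counts from 1 to 20 in WT replicate 1 and 57.9% to 60.7% in the other files. Counting 1 library per read in the first file and per fragment in the second would make low counts even and put the ratio at 2 at most, since a fragment holds 2 reads. What raised the ratio above 2 was not tested. WT replicate 2 was taken as the WT library, because odd numbers are as frequent in its low counts as in those of the mutant libraries, and WT has n = 1. This departs from the design fixed before the data were examined, which had 8 libraries. The fits with both files as 2 libraries, and with their mean as 1 library, were added after seeing the data.

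Total counts were 22761955, 21455763 and 16980135 in colony1, 17256702, 25131742 and 22481117 in colony2, and 16473707 in WT replicate 2 (36952256 in the WT replicate 1 file). Mitochondrial genes took 5.03% to 6.51% of the counts. At these depths 1 CPM is 16.5 to 25.1 counts in a library. Genes at 0 counts were set at a floor of 3 counts over the group for lower bounds of fold changes. Intervals of ratios with 1 to 3 counts in a group are exact 95% intervals for a ratio of counts. Floors and intervals cover counting error only.

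Counts of the 7 libraries were fitted with edgeR 4.0.16 in R 4.3.3 (filterByExpr by group, TMM normalization, robust quasi-likelihood fit with 1 coefficient per group, 4 residual degrees of freedom), which left 19304 genes and a common biological coefficient of variation of 0.121. The contrasts were the mean of the colonies against WT, each colony against WT, and colony1 against colony2. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The lone WT library is assumed to vary like the colonies. The study calls the replicates of its collagen comparison in 3D biological, but neither it nor the labels say that the libraries of a colony came from separate cultures, so p-values measure the spread between these libraries, which may be technical. Each genotype is also a different clonal history, so clone and genotype cannot be told apart for WT against a single colony. WT is also 1 line with 1 library, and a change private to it would appear in both colonies. The mean of the colonies against WT therefore does not separate clone from genotype either. A log2 fold change is given with its standard error, and a level as mean CPM ± SD (n = 3 per colony). Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for tables and plots.

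The 31 gene lists were fixed before the data were examined: collagens, other matrix glycoproteins and proteoglycans, collagen processing, matrix proteases and inhibitors, the Mediator kinase module, the Mediator core, tryptophan and kynurenine metabolism, smooth muscle contraction, G1/S, G2/M, DNA repair, p53 targets, MYC targets, interferon response, cholesterol synthesis, hypoxia and glycolysis, inflammatory cytokines, TGF-beta and BMP, WNT, steroid receptors, fibroid-associated genes, protein secretion, heme metabolism, the unfolded protein response, immediate early genes, mitochondrially encoded genes, and markers of fibroblasts, endothelium, epithelium, immune cells and neurons. Each was tested with camera of limma 3.58.1 (preset correlation 0.01), with camera with an estimated correlation, and with fry, which asks only whether a set moves on balance one way. Adjusted p-values of lists are Benjamini-Hochberg values over the 31 lists.

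The rule for named genes, also fixed beforehand, took the 6 largest rises and 6 largest falls of the mutant mean among protein-coding genes with mean CPM of at least 5 that were called in the mean and in each colony with every mutant library on one side of WT; the 5 largest differences in each direction between the colonies with no overlap of libraries; MED12, TDO2, COL5A3 and ABCB5; and, from each list, up to 3 called members with the smallest p in the direction with more calls and 1 in the other (6 and 3 for collagens), as well as any gene that was the only called member of a list. It gave 127 genes, some of which enter the counts but are not reported here by name. Genes named outside it are said to be chosen after their values were seen.

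The fit was tested on simulated counts with known changes in 200 genes, drawn from the means and sizes of these libraries. Of genes changed alike in both colonies, 22.4%, 50.8% and 77.6% were recovered at 1.5, 2 and 4-fold among the 18408 genes tested in the simulation, and of those with mean CPM of at least 5, 34.9%, 78.4% and 90.2%. For a change of colony1 alone the colony1 against colony2 contrast recovered 37.5%, 56.5% and 82.3% (18377 genes). Over 10 draws, 116 of 1052 calls (11.0%) in the mutant mean contrast were of unchanged genes, above the nominal 5%. Counts of called genes and single calls near the threshold should be read with this excess.

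Alternatives planned beforehand were DESeq2 size factors, no filter, a filter on CPM, the Wald test of DESeq2 1.42.0, limma-voom, leaving out each library, a replicate block, leaving out mitochondrial genes, fits of only the groups compared, a fit of the 6 mutant libraries as 1 group, and a minimum change of 2-fold. Leaving out chromosomes 11, 18, 21 and 22 and the fits with both WT files or with their mean were added after seeing the data. The weighting of hypotheses that the study used with DESeq2 was not used here.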

Results

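RNA was measured in spheroids of telomerase-immortalised human myometrial smooth muscle cells that either carried an engineered Gly-44 change in MED12 or were labelled WT. The mutant cells came from 2 colonies with 3 libraries each, and WT entered as 1 library because its 2 deposited files differed by less than sampling noise in the median gene and were counted as 1 sample. Total counts ranged from 16473707 to 25131742 per library, so that a gene at 1 CPM rested on 16.5 to 25.1 counts. The comparisons ask which genes the mutant colonies express differently from WT in 3D culture, whether collagen genes are among them, and how far the colonies share their changes.

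MED12, the edited gene (ENSG00000184634, chromosome X, 71118543 to 71144103 in GRCh38), was expressed in every library. Its level was 54.0 ± 3.78 CPM in colony1, 64.4 ± 5.37 CPM in colony2 (SD, n = 3) and 66.7 CPM in WT, a log2 fold change of −0.18 ± 0.11 for the mutant mean (edgeR adjusted p = 0.274). It was lower in colony1 than in colony2 (−0.25 ± 0.08, edgeR adjusted p = 0.0274). A base change in the coding sequence does not alter a gene's count, so this level does not check the labels. None of the 7 measured genes of the Mediator kinase module passed the test, which besides MED12 are the kinases CDK8 and CDK19, cyclin C and the MED12 and MED13 paralogs, though 1 rose with the other WT file, without a filter on low counts and in DESeq2. Of 26 measured subunits of the Mediator core, 1 rose and 4 fell (1 and 4 adjusted over the list alone). The scaffold subunit MED14 fell (−0.61 ± 0.08), as did the tail subunits MED15 (−0.45) and MED16 (−0.42), and the middle subunit MED4 rose (0.37). The core had 2 rises without colony2 replicate 3, with the other WT file or the mean of the files, or with a filter on CPM.

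The first principal component of log2 CPM separated the colonies and the second separated WT from both. The 3 colony1 libraries scored −94.6 to −56.4 and the 3 colony2 libraries 60.9 to 75.6 on the first component, which took 56.1% of the variance, with WT at 30.3. On the second component, with 23.4%, WT scored −106 and the mutant libraries −1.9 to 31.9.

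**Figure D1:**
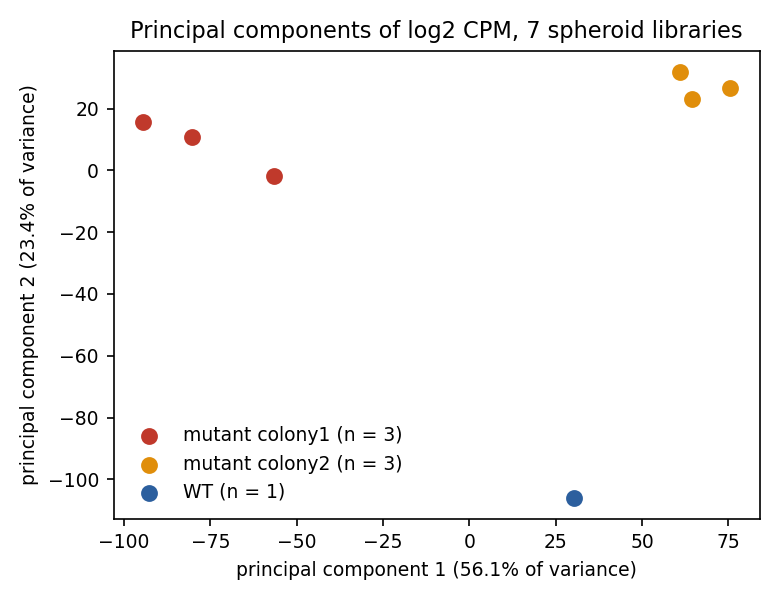
Scores of the 7 libraries on the first and second principal components of log2 CPM, with each point a library coloured by group. Colony1 and colony2 lie at opposite ends of the first component (56.1% of variance) and the WT library lies apart at −106 on the second (23.4%).

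In the mutant mean against WT, several genes that were silent or nearly silent in WT were expressed in both colonies, and inflammatory chemokines were among the largest falls. CNR1, the cannabinoid receptor of the nervous system (chromosome 6, 88139864 to 88166347), had 0 counts in WT and was at least 66.1-fold higher in colony1 and 29.2-fold higher in colony2, at 12.2 ± 1.22 and 5.32 ± 0.680 CPM. In the other direction FMR1NB, a testis and cancer gene (chromosome X, 147981337 to 148026665), fell from 45.1 CPM in WT, or 743 counts, to 1 count in colony1 and 0 in colony2, at least 975-fold lower in colony2. The monocyte attractant CCL2 fell from 34.5 CPM to 0.0692 ± 0.0618 in colony1 and 1.24 ± 0.579 in colony2.

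Other genes with large rises also sat near 0 in WT, so their size is given as a ratio of CPM with its counting interval. PDZD2, a PDZ domain protein, had 2 counts in WT and ratios of 152 (95% counting interval 42.0 to 1260) in colony1 and 453 (125 to 3740) in colony2. The neuroligin gene NLGN4X had 1 count in WT and ratios of 653 (95% counting interval 117 to 25800) in colony1 and 71.1 (12.7 to 2820) in colony2. The zinc finger gene ZNF385D had 1 count in WT and ratios of 282 (95% counting interval 50.6 to 11200) in colony1 and 152 (27.2 to 6020) in colony2. SGCD, the delta-sarcoglycan of the muscle dystrophin complex, had 2 counts in WT and ratios of 59.4 (95% counting interval 16.3 to 492) in colony1 and 393 (109 to 3250) in colony2. The remaining large falls were of the chemokine CCL20 (−5.91 ± 0.42), the procollagen peptidase ADAMTS2 (−5.55 ± 0.24), butyrylcholinesterase BCHE (−5.36 ± 0.32) and the carboxypeptidase inhibitor LXN (−5.25 ± 0.30). By the rule that named them, all of these genes lay on one side of WT in 6 of 6 mutant libraries. Their edgeR adjusted p-values ran from 9.73e-08 (FMR1NB) to 1.33e-04 (PDZD2).

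Across the transcriptome, edgeR called 3895 of 19304 genes in the mutant mean (1656 higher and 2239 lower, Benjamini-Hochberg adjusted p under 0.05), of which 1733 changed at least 2-fold. With limma-voom the rises numbered 1056 and the falls 2164. The mean can rest on a single colony where the colonies part, and a planned fit that took the 6 mutant libraries as 1 group, so that the difference between the colonies counted as spread, called 303. Of the 31 gene lists it left at most 1 rise and 3 falls in any. That fit ended 98 of the calls of named genes and left, among others, those of CNR1, ZNF385D, FMR1NB, COL4A6, COL27A1, COL6A3, TIMP1, PLAUR, MMP13, MED14, CYP1B1, OXTR, RRM2, FAS, PMAIP1, IFI44L and DUSP1. With both WT files entered as 2 libraries, a fit added after seeing the data, 8446 genes were called.

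Among named genes with a call in the mean and a difference between the colonies, many passed in 1 colony alone. Among those were LOXL1, QPRT, HERC5, EBP, DKK2, TGFB3, VPS4B, THY1, COL18A1, KRT14, KCNMB1, TMPRSS11E, CXCL5, EYA4, CYB5A and SNAP25 in colony1, with LOXL1 at 1.24 in colony1 and 0.32 in colony2. In colony2 they were MED16, ECT2, NDC80, PRKDC, CAD, CA9, FKBP5, CALR, PDGFRB and SYT1, with NDC80 at 0.18 in colony1 and −1.96 in colony2. MAGEA10, DSG2, ZNF558, CSMD1, TYMS, SC5D and NEFL passed in both colonies with opposite signs, so their mean describes neither.

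Collagen genes moved in both directions. Of 36 measured collagens, 6 rose and 7 fell (7 and 7 adjusted over the list alone), and the list did not stand apart (camera adjusted p = 0.750, with a median log2 fold change of 0.04 and a mean of −0.09, which differ in sign). COL10A1, the collagen of hypertrophic cartilage, fell the most of the called members, from 23.4 CPM in WT to 1.18 ± 0.310 in colony1 and 3.92 ± 1.56 in colony2 (log2 −3.43 ± 0.31). The transmembrane collagen COL13A1 (−1.49 ± 0.16), the anchoring fibril collagen COL7A1 (−0.82 ± 0.10), the fibrillar COL27A1 (−0.75 ± 0.12) and the basement membrane chains COL4A6 (−1.32 ± 0.16) and COL4A4 (−1.42 ± 0.28) fell as well. COL6A3, a chain of the microfibrillar collagen VI, rose from 2928 CPM to 5612 ± 238 and 6115 ± 530.3 (log2 1.00 ± 0.12), and the multiplexins COL15A1 (2.23 ± 0.39) and COL18A1 (1.01 ± 0.15) rose too. The rise of COL18A1 passed in colony1 (1.59, edgeR adjusted p = 9.06e-05) and not in colony2 (0.42, 0.0727), a difference that itself passed (1.63e-05). Without colony1 replicate 2 the number that rose was 3.

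COL5A3, a minor chain of fibrillar collagen V that the study singles out, had 203 ± 31.4 CPM in colony1, 197 ± 83.8 CPM in colony2 and 35.9 CPM in WT (chromosome 19, 9959561 to 10010504). Its log2 fold change of 2.47 ± 0.63 missed the threshold (edgeR adjusted p = 0.0619), although it was higher in 6 of 6 mutant libraries. Settings in which it passed included edgeR without colony2 replicate 2 (0.00582), without colony2 replicate 3 (0.0473) and with the other WT file in place of WT replicate 2 (0.0478). They also included limma-voom (0.0110) and DESeq2 (1.89e-05).

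**Figure D2:**
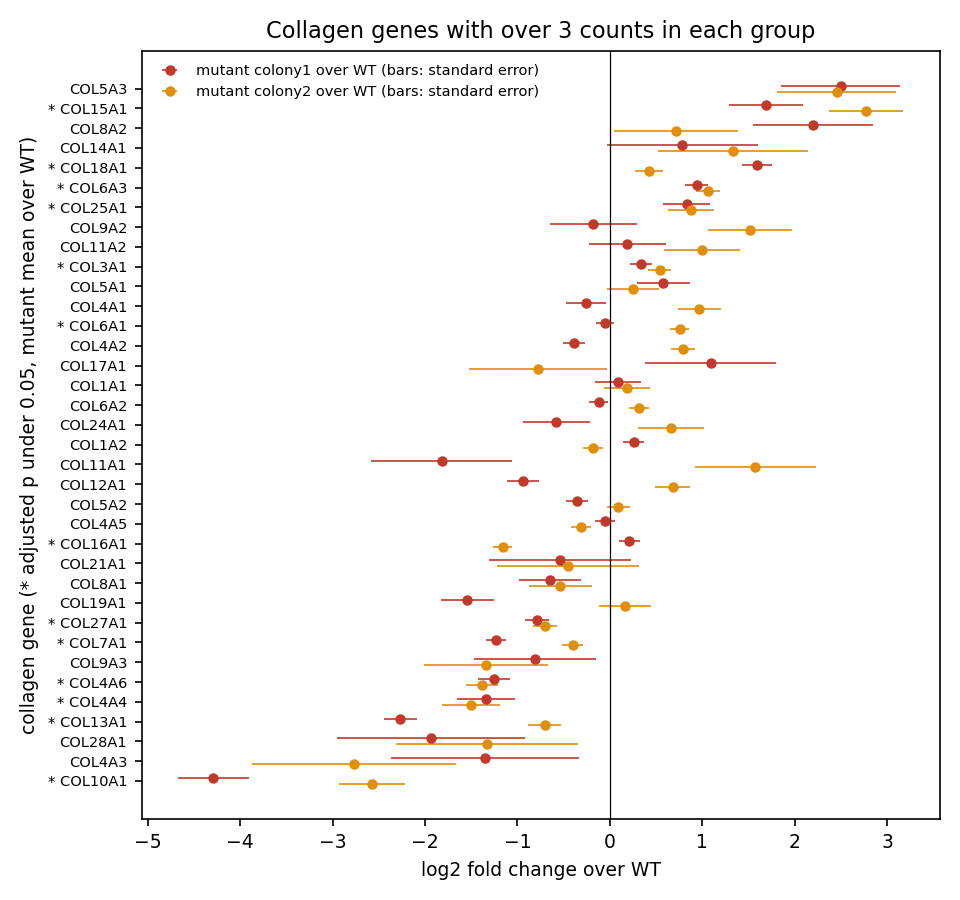
Log2 fold change over WT of the 36 collagen genes, with points and bars giving the edgeR estimate and its standard error for colony1 and colony2 and stars marking the 13 called in the mutant mean. The called members run from COL10A1 (−3.43 in the mean) to COL15A1 (2.23), and COL5A3 has the highest mean without passing.

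Other matrix genes were as mixed. Of 44 measured matrix glycoproteins and proteoglycans, 12 rose and 10 fell (13 and 13 adjusted over the list alone), with a camera adjusted p of 0.892. TGFBI, a secreted adhesion protein induced by TGF-beta, rose from 1107 CPM to 6941 ± 517 in colony1 and 2766 ± 271 in colony2 (1.98 ± 0.14), and the laminin chain LAMA4 rose (1.47 ± 0.13). The microfibril protein MFAP5 had 0 counts in WT and was at least 55.5-fold higher in colony1 and 8.21-fold higher in colony2. Thrombospondin THBS2 fell from 1014 CPM to 174 ± 11.9 and 405 ± 27.2 (−1.93 ± 0.09).

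Genes that process or degrade collagen fell more often than they rose. Of 24 measured genes of collagen processing and crosslinking, 3 rose and 10 fell (3 and 12 adjusted over the list alone) (camera adjusted p = 0.00137, and adjusted p = 0.632 with an estimated correlation). ADAMTS2, the lysyl hydroxylase PLOD2 (−0.68 ± 0.10) and the lysyl oxidase LOXL2 (−0.71 ± 0.10) fell, and its relative LOXL1 rose (0.78 ± 0.12). Of 30 matrix proteases and inhibitors, 2 rose and 11 fell (6 and 11 adjusted over the list alone) (camera adjusted p = 0.0315, and adjusted p = 0.775 with an estimated correlation). The median of that list was −0.19 and its mean 0.03, so they differ in sign, and camera pointed down. The metalloprotease inhibitor TIMP1 (−1.26 ± 0.12), the protease ADAMTS12 (−0.73 ± 0.08) and the urokinase receptor PLAUR (−1.09 ± 0.12) fell, and the collagenase MMP13 rose (2.33 ± 0.35, from 6.31 CPM in WT). The number that rose was 1 without colony1 replicate 1 or replicate 2 and in limma-voom, 4 without colony2 replicate 2, and 6 with the other WT file or without a filter.

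TDO2, the enzyme that opens the tryptophan ring on the way to kynurenine (ENSG00000151790, chromosome 4, 155854738 to 155920406), rose in both colonies. Its level was 11.2 CPM in WT, 36.6 ± 4.35 in colony1 and 178 ± 17.2 in colony2, a log2 fold change of 2.84 ± 0.17 in the mutant mean (edgeR adjusted p = 2.27e-06, higher in 6 of 6 libraries). The call was lost in the fit of the mutant libraries as 1 group (edgeR adjusted p = 0.347), because TDO2 also differed between the colonies. Of 20 measured genes of tryptophan metabolism and the aryl hydrocarbon receptor, 3 rose and 6 fell (3 and 6 adjusted over the list alone) (camera adjusted p = 0.892). CYP1B1 (−1.89 ± 0.24) and TIPARP (−0.66 ± 0.12), which the aryl hydrocarbon receptor induces, fell, as did QPRT (−0.66 ± 0.12), which makes the NAD precursor from quinolinate and which fell in colony1 alone (−1.34 against 0.02, edgeR adjusted p of the difference 8.51e-07). ABCB5, a transporter marking progenitor cells in other tissues, rose (2.57 ± 0.58, edgeR adjusted p = 0.0128), but not in limma-voom (adjusted p = 0.102).

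Smooth muscle contractile genes rose more often than they fell. Of 23 measured, 9 rose and 3 fell (11 and 4 adjusted over the list alone), and the list did not pass in the mutant mean (camera adjusted p = 0.432). Leiomodin LMOD1 rose (1.77 ± 0.30). KCNMB1, the beta subunit of the muscle BK potassium channel, had 1 count in WT and rose in colony1 (28.9 ± 0.675 CPM, ratio 473 with a counting interval of 84.8 to 18700), with 6 counts in colony2. The oxytocin receptor OXTR fell from 179 CPM to 17.3 ± 1.05 and 28.0 ± 3.80 (−3.02 ± 0.10, edgeR adjusted p = 4.38e-08, lower in 6 of 6 libraries).

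Mitotic genes were lower in the mutant mean. Of 31 measured G2/M genes, 0 rose and 19 fell (0 and 24 adjusted over the list alone) (camera adjusted p = 1.88e-09, and adjusted p = 0.775 with an estimated correlation). The cytokinesis factor ECT2 (−0.84 ± 0.13), the mitotic kinase AURKA (−1.22 ± 0.18) and the kinetochore protein NDC80 (−0.89 ± 0.15) fell. With the 6 mutant libraries as 1 group 0 G2/M genes fell. Of 33 G1/S and replication genes, 0 rose and 7 fell (0 and 7 adjusted over the list alone) (camera adjusted p = 0.0329, and adjusted p = 0.881 with an estimated correlation), among them the chromatin assembly subunit CHAF1B (−0.91 ± 0.16), the ribonucleotide reductase subunit RRM2 (−1.49 ± 0.20) and thymidylate synthase TYMS (−0.52 ± 0.13). TYMS and NDC80 lie on the short arm side of chromosome 18, where 39 neighbouring genes had a median of −1.09 in colony2, and TYMS rose in colony1 (0.54). Of 34 DNA repair genes, 0 rose and 6 fell (0 and 6 adjusted over the list alone) (camera adjusted p = 0.191), with FANCI (−0.87), the helicase BLM (−0.71) and the end-joining kinase PRKDC (−0.26) lower.

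These cell cycle counts changed with single libraries and methods. Without colony1 replicate 2 the falls numbered 3 for G1/S and 1 for DNA repair, without colony2 replicate 1 they numbered 4 and 1, and without colony2 replicate 3 G1/S had 12. DNA repair had 2 rises without colony2 replicate 2 or without a filter and 1 with the other WT file. DESeq2 gave 4 falls for G1/S, and DNA repair had 3 falls in limma-voom and 2 with the mean of the WT files. BLM missed the threshold without colony1 replicate 2 (edgeR adjusted p = 0.0557) or colony2 replicate 1 (0.0560), and PRKDC without these or without colony2 replicate 2 (edgeR adjusted p = 0.0902, 0.0960 and 0.0503).

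Of 26 measured p53 targets, 6 rose and 3 fell (6 and 3 adjusted over the list alone) (camera adjusted p = 0.290). The RNA-binding protein ZMAT3 (0.87 ± 0.09), the death receptor FAS (1.61 ± 0.18) and the antiproliferative BTG2 (2.17 ± 0.30) rose and the BH3-only gene PMAIP1 fell (−0.92 ± 0.11), with 5 falls without colony2 replicate 2. Of 26 MYC targets and ribosome biogenesis genes, 2 rose and 2 fell (2 and 2 adjusted over the list alone) (camera adjusted p = 0.892). The cyclin-dependent kinase CDK4 (0.31) and the ribosome assembly factor RRS1 (0.39, edgeR adjusted p = 0.0518 without colony1 replicate 2) rose, and the pyrimidine synthesis enzyme CAD fell (−0.42). In that list 1 rose and 1 fell without colony1 replicate 2, 1 rose in limma-voom, and 1 fell without colony1 replicate 3, colony2 replicate 1 or a filter.

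Inflammatory genes fell more often than they rose. Of 22 measured cytokine and NF-kB genes, 1 rose and 16 fell (1 and 16 adjusted over the list alone) (camera adjusted p = 1.18e-13, and adjusted p = 0.632 with an estimated correlation). Besides CCL2 (−6.86 ± 0.37), the apoptosis inhibitor BIRC3 fell (−1.32 ± 0.13), and the neutrophil attractant CXCL5 fell from 27.8 CPM to 0.0606 ± 0.0525 in colony1 but not in colony2 (42.4 ± 7.60 CPM), so that its mean of −3.99 rests on colony1. TNFAIP3, the A20 inhibitor of NF-kB, rose (0.55 ± 0.11). The number of falls was 9 without colony1 replicate 2 or colony2 replicate 1 and 10 without colony1 replicate 1 or 3 or without a filter, and 1 with the 6 mutant libraries as 1 group. Of 17 immediate early genes, 0 rose and 8 fell (0 and 8 adjusted over the list alone) (camera adjusted p = 1.56e-04, and adjusted p = 0.297 with an estimated correlation), including the transcription factors EGR1 (−1.17 ± 0.10) and KLF2 (−1.75 ± 0.18) and the phosphatase DUSP1 (−1.49 ± 0.13).

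Of 32 measured interferon response genes, 7 rose and 1 fell (8 and 1 adjusted over the list alone) (camera adjusted p = 0.00118, and adjusted p = 0.775 with an estimated correlation). IFI44L rose from 7.41 CPM to 29.8 ± 2.17 and 30.9 ± 2.57 (2.03 ± 0.16), and the GTPase MX2 (3.94 ± 0.47) and the immunoproteasome subunit PSMB9 (1.19 ± 0.17) rose, while the ISG15 ligase HERC5 fell (−1.91 ± 0.44), with 2 falls without colony2 replicate 2 or without a filter. Of 25 genes of cholesterol synthesis and uptake, 2 rose and 8 fell (2 and 9 adjusted over the list alone) (camera adjusted p = 0.0329, and adjusted p = 0.775 with an estimated correlation). Squalene synthase FDFT1 (−0.64 ± 0.08) and the isomerase EBP (−1.73 ± 0.27) fell and the desaturase SC5D rose (0.64 ± 0.12), although SC5D fell in colony2 (−0.49). Of 26 hypoxia and glycolysis genes, 1 rose and 8 fell (3 and 11 adjusted over the list alone) (camera adjusted p = 0.166). The lipase inhibitor ANGPTL4 (−1.15 ± 0.15), the enolase ENO2 (−0.64 ± 0.11) and the peptide hormone ADM (−1.10 ± 0.17) fell. The carbonic anhydrase CA9 rose (2.11 ± 0.67), except without colony1 replicate 2 (edgeR adjusted p = 0.0661), colony1 replicate 3 (0.0512), colony2 replicate 1 (0.0834) or colony2 replicate 2 (0.0603). The rises of that list numbered 0 without colony1 replicate 2 or 3 or colony2 replicate 1, and 3 without colony2 replicate 2 or 3 or a filter, with 2 in DESeq2.

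Signalling genes moved both ways. Of 27 measured TGF-beta and BMP genes, 7 rose and 8 fell (8 and 9 adjusted over the list alone) (camera adjusted p = 0.480): the ligand TGFB2 (−1.51 ± 0.11) and the activin antagonists FSTL3 (−1.07 ± 0.11) and FST (−1.95 ± 0.21) fell, and the inhibitory SMAD7 rose (0.69 ± 0.10). Of 31 WNT genes, 5 rose and 7 fell (7 and 8 adjusted over the list alone) (camera adjusted p = 0.290), and 3 rose without colony1 replicate 2 or without colony2 replicate 1. NKD2, an inhibitor of WNT signalling, fell from 16.8 CPM to 0.0656 ± 0.0249 and 2.96 ± 0.477 (−5.18 ± 0.25), as did the secreted antagonists DKK1 (−1.42 ± 0.11) and DKK2 (−1.35 ± 0.14), DKK2 in colony1 alone (−2.60 against −0.09, edgeR adjusted p of the difference 3.40e-07). The WNT receptor ligase RNF43 had 0 counts in WT and was at least 17.2-fold higher in colony1 and 4.32-fold higher in colony2. Of 6 steroid receptor genes, 1 rose and 3 fell (2 and 3 adjusted over the list alone) (camera adjusted p = 0.819), and 1 fell without colony1 replicate 2 or without colony2 replicate 1. The progesterone receptor PGR (−2.95 ± 0.74) and the receptor chaperone FKBP5 (−0.67 ± 0.20) fell, and the mineralocorticoid receptor NR3C2, with 2 counts in WT, rose by a ratio of 89.9 (24.8 to 744) in colony1 and 4.83 (1.25 to 41.3) in colony2. PGR missed the threshold without colony1 replicate 2 (edgeR adjusted p = 0.0538) or colony2 replicate 1 (0.0520), and FKBP5 did so without colony1 replicate 2 or 3 or colony2 replicate 1 or 2 (edgeR adjusted p = 0.0906, 0.0680, 0.0786 and 0.0767).

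Of 13 measured fibroid-associated genes, 4 rose and 2 fell (5 and 3 adjusted over the list alone) (camera adjusted p = 0.138). The study itself singles out TDO2, so its place on this list is not independent evidence of the direction. The proteoglycan VCAN (1.03 ± 0.11) and the ligand TGFB3 (0.73 ± 0.17) rose with TDO2, and HMGA2, a chromatin protein rearranged in some fibroids, fell (−0.98 ± 0.10). Of 47 secretion and vesicle traffic genes, 3 rose and 7 fell (4 and 8 adjusted over the list alone) (camera adjusted p = 0.480), and 0 rose without colony1 replicate 2. The COPII coat subunits SEC24B (−0.46) and SEC24D (−0.45) and the tether USO1 (−0.44) fell, and the endosomal ATPase VPS4B rose (0.40, edgeR adjusted p = 0.0578 without colony1 replicate 2). Of 14 heme genes, 4 rose and 1 fell (4 and 1 adjusted over the list alone) (camera adjusted p = 0.253). The inducible heme oxygenase HMOX1 (0.94 ± 0.20) and the synthesis enzymes UROS (0.56) and ALAD (0.44) rose, and the constitutive oxygenase HMOX2 fell (−0.53).

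Of 20 genes of the unfolded protein and amino acid stress responses, 1 rose and 2 fell (1 and 1 adjusted over the list alone) (camera adjusted p = 0.892), and 1 fell without colony1 replicate 2 or 3 or colony2 replicate 1, with DESeq2 size factors, with a filter on CPM or with the mean of the WT files. The chaperones HSPA5 (−0.42) and CALR (−0.29) fell and the redox protein CRELD2 rose (0.74). CALR missed the threshold without colony1 replicate 2 or 3 or colony2 replicate 1 or 2 (edgeR adjusted p = 0.101, 0.0654, 0.130 and 0.0654). Of 13 mitochondrially encoded genes, 0 rose and 3 fell (0 and 3 adjusted over the list alone) (camera adjusted p = 0.253), all of them subunits of respiratory complex I: MT-ND4L (−0.43), MT-ND4 (−0.45) and MT-ND2 (−0.40). None of these passed with the other WT file (edgeR adjusted p = 0.225, 0.0700 and 0.0749). The falls numbered 1 without colony1 replicate 2 or colony2 replicate 1 and 0 with the mean of the WT files, while without a filter 1 rose and 8 fell. MT-ND4 also missed the threshold without colony1 replicate 2 (0.0643 by edgeR) or colony2 replicate 1 (0.101), and MT-ND2 without these (0.0631 and 0.109) or without colony2 replicate 3 (0.0579).

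Markers of other cell types moved as single genes. Of 11 measured fibroblast markers, 3 rose and 2 fell (3 and 2 adjusted over the list alone) (camera adjusted p = 0.750): MFAP5, the surface glycoprotein THY1 (0.53) and the receptor PDGFRB (0.38, edgeR adjusted p = 0.0518 without colony1 replicate 2) rose and the transcription factor TWIST2 fell (−0.85). Of 8 endothelial markers, 2 rose and 0 fell (2 and 1 adjusted over the list alone) (camera adjusted p = 0.232), the sialomucin EMCN (4.02 ± 0.40) and the angiopoietin receptor TEK (1.43 ± 0.22). Of 6 epithelial markers, 1 rose and 0 fell (1 and 1 adjusted over the list alone) (camera adjusted p = 0.750), the riser being the basal keratin KRT14 with 1 count in WT, 370 in colony1 and 23 in colony2. None of 4 immune markers passed (camera adjusted p = 0.480), though 1 rose with the other WT file. Without colony1 replicate 3 or with the other WT file 1 endothelial and 1 epithelial marker fell, and so did 1 epithelial marker without colony2 replicate 2 or 3 or a filter and 1 endothelial marker in limma-voom or with the mean of the WT files. Of 7 neuronal markers, 1 rose and 2 fell (1 and 2 adjusted over the list alone) (camera adjusted p = 0.828): the synaptic SYT1 fell (−0.49), SNAP25 fell to 0 counts in colony1, at least 95.3-fold lower than WT, with 6.70 ± 1.95 CPM in colony2, and the neurofilament NEFL rose in the mean (0.78) while falling in colony2 (−1.31). In limma-voom KRT14 and NEFL missed the threshold (adjusted p = 0.0568 and 0.0538).

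**Figure D3:**
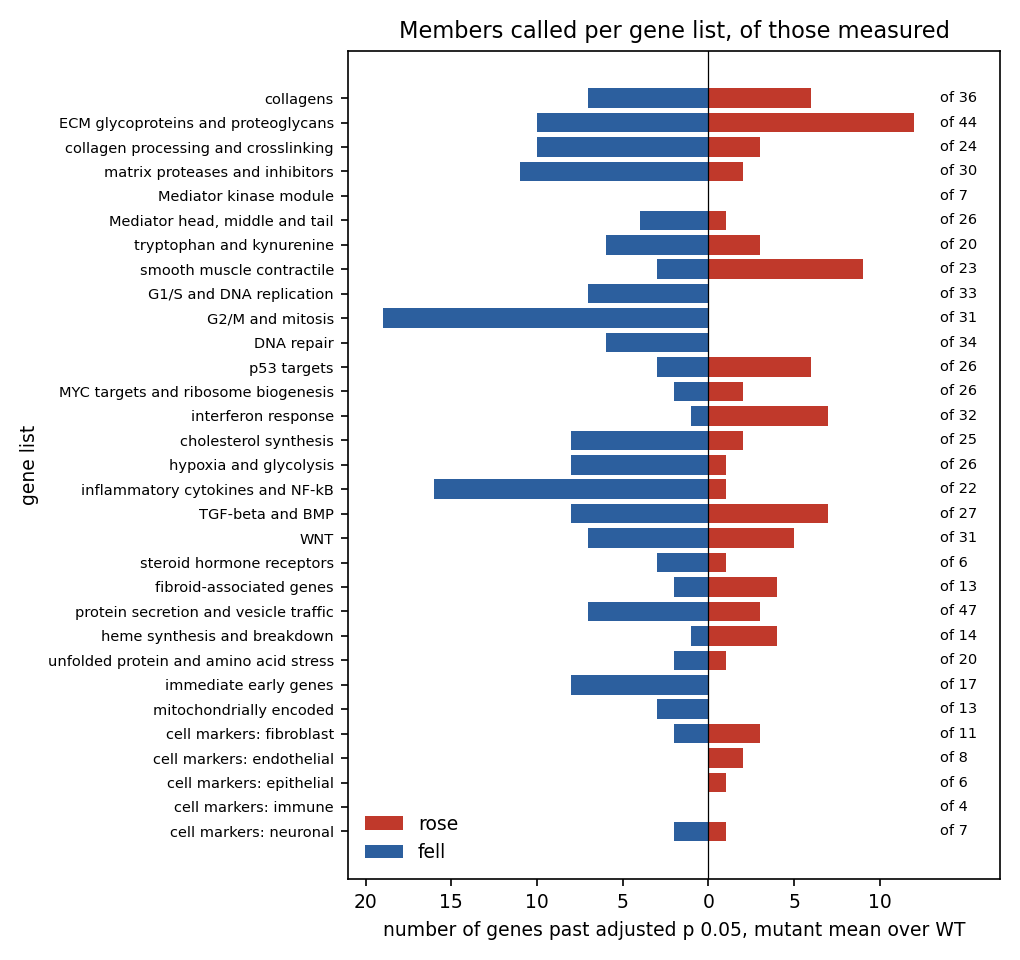
Number of measured members of each of the 31 gene lists that rose (right) or fell (left) in the mutant mean over WT at an edgeR adjusted p under 0.05, with the number measured at the right. The most falls were in the G2/M list (19 of 31) and the inflammatory list (16 of 22), and the most rises among matrix glycoproteins and proteoglycans (12 of 44).

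Each colony against WT gave a similar number of calls, and the colonies shared part of them. In colony1 4459 genes were called (2167 higher and 2292 lower) and in colony2 4494 (1969 higher and 2525 lower, the latter 1676 without colony2 replicate 1), by edgeR at an adjusted p under 0.05. Smooth muscle genes rose mainly in colony1, with 13 of 23 higher and 3 lower (13 and 3 adjusted over the list alone, camera adjusted p = 0.0383, and adjusted p = 0.885 with an estimated correlation), against 6 higher and 5 lower in colony2 (8 and 6 adjusted over the list alone). Mitotic genes fell mainly in colony2, with 26 of 31 G2/M genes and 23 of 33 G1/S genes lower there and 0 higher (for falls, 29 and 24 adjusted over the list alone, camera adjusted p = 3.01e-20 and 4.37e-08, and adjusted p = 0.515 and 0.677 with an estimated correlation). In colony1 0 G2/M genes rose and 2 fell, and 3 G1/S genes rose and 2 fell (0 and 0 adjusted over the list alone for G2/M, 0 and 1 adjusted over the list alone for G1/S). Inflammatory genes fell mainly in colony1, with 15 of 22 lower and 2 higher (2 and 15 adjusted over the list alone for rises and falls, camera adjusted p = 1.45e-15, and adjusted p = 0.677 with an estimated correlation), against 7 lower and 1 higher in colony2 (falls 9 adjusted over the list alone, camera adjusted p = 0.00102, and adjusted p = 0.677 with an estimated correlation). Immediate early genes fell in both, 10 of 17 in colony1 and 7 in colony2, with 0 rises in either (falls 10 and 7 adjusted over the list alone). Of 36 collagens, 5 rose and 9 fell in colony1 (7 and 10 adjusted over the list alone), and 9 rose and 7 fell in colony2 (12 and 9 adjusted over the list alone).

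Genes called in both colonies in one direction numbered 1887, of which 877 were higher and 1010 lower, or 27.7% of the 6805 genes called in either, and 261 were called in opposite directions. limma-voom gave 512 higher and 1066 lower, and without colony2 replicate 1 there were 663 lower. TDO2, TGFBI and IFI44L are among those higher in both, OXTR, THBS2 and DUSP1 among those lower in both, and MAGEA10, DSG2 and CSMD1 among those with opposite directions. Independent lists of these lengths would share 221 higher and 299.8 lower. In 20 simulations the colonies differed from WT only by the spread fitted between libraries. The simulations hold no deviation of the WT culture or clone, which could add calls shared by both colonies. On average 0.5 genes were called higher in both simulated colonies and 0.3 lower in both, with at most 2 in either direction. Across genes, which are not independent replicates, the log2 fold changes correlated with Pearson r = 0.616, below the 0.831 (0.815 to 0.843) that the shared WT library alone gave in the simulations, and 69.0% agreed in sign, below the simulated 77.5% (76.9% to 78.0%). Their covariance was 1.62 against a simulated 0.351, a difference of 1.27. WT has 1 library and could not be split, so part of the excess overlap may come from the shared WT.

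**Figure D4:**
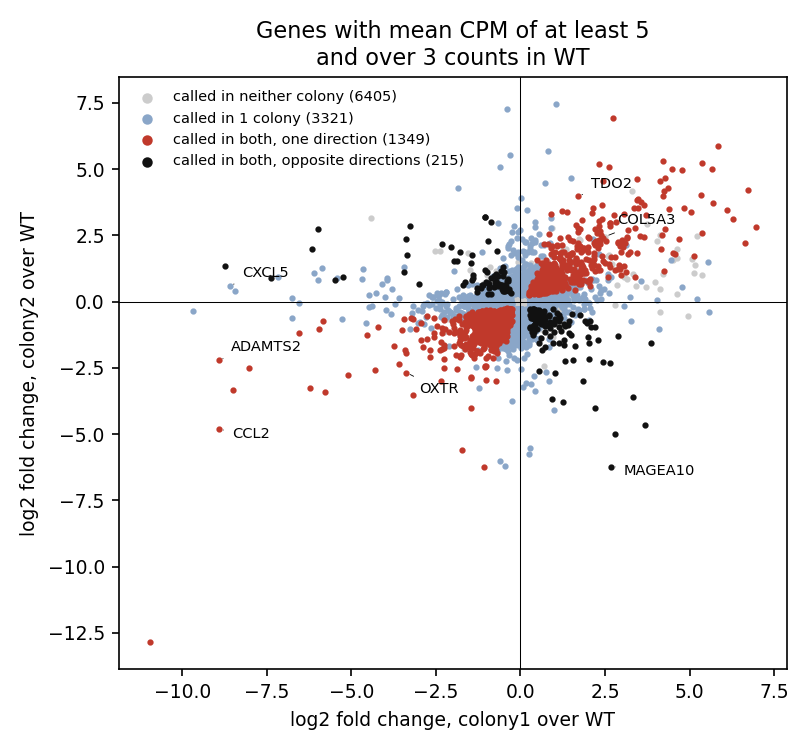
Log2 fold change over WT of colony2 against that of colony1 for 11290 genes with mean CPM of at least 5 and over 3 counts in WT, each point a gene coloured by its edgeR calls. Of these genes 1349 were called in both colonies in one direction, 215 in opposite directions and 3321 in 1 colony.

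The colonies differed from each other in more genes than either did from WT. MAGEA10, a cancer-testis antigen gene (chromosome X, 152133310 to 152138578), had 54.3 ± 2.47 CPM in colony1, 0.116 ± 0.114 in colony2 and 8.50 in WT, and the paraneoplastic antigen gene PNMA5 had 196 ± 24.3, 0.606 ± 0.217 and 15.4. The desmosomal cadherin DSG2 (log2 colony1 over colony2 of 7.81 ± 0.21), the channel subunit KCNMB1 (8.20 ± 0.20) and the serine protease TMPRSS11E (7.44 ± 0.37) were also higher in colony1. In colony2 the chemokine CXCL5 (−9.21 ± 0.30) and the membrane protein CSMD1 (−8.75 ± 0.19) were higher. The zinc finger gene ZNF558, the transcriptional cofactor EYA4 and the cytochrome CYB5A had 1 count each in colony1, with ratios of colony2 to colony1 of 1530 (274 to 60400), 906 (162 to 35800) and 643 (115 to 25400), the intervals being 95% counting intervals.

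Cell cycle genes were higher in colony1 than in colony2. Of 31 G2/M genes 30 were higher and 0 lower, of 33 G1/S genes 27 and 0, and of 34 DNA repair genes 21 and 2 (30, 28 and 23 higher adjusted over the list alone, camera adjusted p = 9.81e-10, 3.28e-09 and 0.00436, and adjusted p = 0.549, 0.549 and 0.591 with an estimated correlation). Of 36 collagens 6 were higher in colony1 and 15 higher in colony2, and of 44 other matrix glycoproteins and proteoglycans 22 and 10 (6 and 15 adjusted over the list alone for collagens, 24 and 10 adjusted over the list alone for the others). In all, edgeR called 7852 genes (4126 higher in colony1 and 3726 higher in colony2, adjusted p under 0.05), and 3116 differed at least 2-fold. The libraries of the colonies did not overlap in 9972 genes (51.7%), where chance gives 10%. Here each side has 3 libraries, while WT has 1, so the counts against WT and between the colonies do not have the same power.

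Genes of chromosomes 11, 18, 21 and 22 shifted together. Among 11284 genes with mean CPM of at least 5, chromosome 21 had a median log2 fold change over WT of −0.371 in colony1 and −0.322 in colony2, chromosome 22 had 0.367 in colony1 and −0.0175 in colony2, chromosome 18 had 0.18 and −0.363, and chromosome 11 had 0.127 and −0.229. The medians of the other chromosomes ran from −0.138 to 0.0942 in colony1 and from −0.0712 to 0.0317 in colony2. The −0.138 is that of chromosome 15, with 30 genes higher and 108 lower by edgeR, which is larger in size than the 0.127 of chromosome 11. It lay below the −0.101 reached by random sets of as many genes, and chromosomes 4 (−0.102) and 14 (0.0942) also lay outside their sets in colony1 (−0.0845 and 0.0855). In colony2 the 39 genes of chromosome 18 between 158383 and 13652755 had a median of −1.09, or 2.13-fold lower. Of the 127 named genes 20 lie on these chromosomes, among them MMP13, SC5D, ADM, BIRC3, PGR and THY1 on 11, DSG2, CYB5A, TYMS, NDC80, PMAIP1, SMAD7 and VPS4B on 18, COL18A1, CHAF1B and MX2 on 21, and MED15, HMOX1 and CRELD2 on 22. Of the lists with a camera call, matrix proteases and inhibitors had 11 of 30 members there (3 of the falls), G1/S 6 of 33 (3 of the falls), cholesterol synthesis 5 of 25 (2 of the falls), interferon response 4 of 32, collagen processing 2 of 24, inflammatory genes 2 of 22, G2/M 1 of 31 and immediate early genes 0 of 17.

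**Figure D5:**
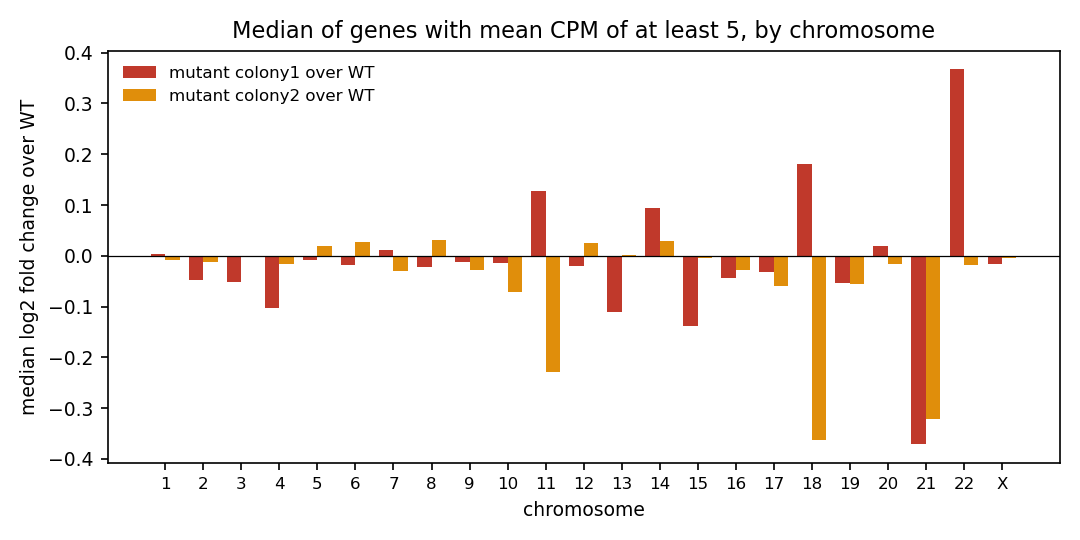
Median log2 fold change over WT of genes with mean CPM of at least 5 on each chromosome, as bars for colony1 and colony2. Chromosome 21 is lowest in colony1 (−0.371) and near its lowest in colony2 (−0.322), chromosome 22 is raised in colony1 alone (0.367), and chromosomes 11 and 18 point in opposite directions in the colonies.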

Values the study reported

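In spheroid (3D) culture, the study reported that expression of 45 collagen genes was higher in mutant cells. It counted 20 collagen genes with higher levels in 3D than in 2D culture and stated that 15 of them were significantly higher in MED12 mutant cells.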

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

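The tests of WT alone as the source of the chromosome shifts were chosen after their result was seen, and so was the set of genes in the GC and length test of the gene lists, which had first been run on members with mean CPM of at least 5 with the same outcome. The comparisons of gap and range within a single colony were also chosen after the values were seen. The rule for the number of libraries was changed after its value was seen.

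The colonies differed in 95 of the 127 named genes by the edgeR test of colony1 against colony2 (adjusted p under 0.05), with 54 higher in colony1 and 41 in colony2. Of the 127, 10 had been named for this very difference, and of all 19304 genes 7852 differed. These are differences between clones, whether or not the edit is their source. MED12 itself was among them, at a log2 colony1 over colony2 of −0.25. Higher in colony1 by log2 2 or more were MAGEA10 8.90, PNMA5 8.34, KCNMB1 8.20, DSG2 7.81, TMPRSS11E 7.44, NR3C2 4.22, NEFL 4.18, KRT14 4.10, NLGN4X 3.23, MFAP5 2.77, SC5D 2.25, NDC80 2.15 and TYMS 2.11. Smaller rises in colony1 over colony2 were those of RNF43 1.99, TGFBI 1.33, CNR1 1.20, VCAN 1.18, COL18A1 1.17, BIRC3 1.10, TGFB2 1.09, PSMB9 1.08, THY1 1.00, ZNF385D 0.93, LOXL1 0.92, MX2 0.88, ECT2 0.84, LMOD1 0.80, FSTL3 0.80, LAMA4 0.77, AURKA 0.74, KLF2 0.73, CHAF1B 0.70 and TWIST2 0.70. The smallest were DKK1 0.65, ANGPTL4 0.64, TEK 0.60, HMOX1 0.58, TGFB3 0.53, LOXL2 0.47, FKBP5 0.46, MED16 0.44, SYT1 0.42, VPS4B 0.39, HMOX2 0.39, CRELD2 0.38, ZMAT3 0.37, HMGA2 0.37, PLOD2 0.34, CALR 0.32, SMAD7 0.29, CAD 0.27, HSPA5 0.22, FDFT1 0.20 and PRKDC 0.16.

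In colony2 large log2 differences, given as colony1 over colony2, included CXCL5 −9.21, CSMD1 −8.75, ADAMTS2 −6.73, LXN −5.52, NKD2 −5.38, CCL20 −5.19, BCHE −4.62, CCL2 −4.08, SGCD −2.71, EBP −2.51, DKK2 −2.51, CA9 −2.42, TDO2 −2.28 and HERC5 −2.26. Next came COL10A1 −1.71, COL13A1 −1.56, PDZD2 −1.53, QPRT −1.36, THBS2 −1.22, PDGFRB −1.22, EMCN −1.18 and COL15A1 −1.08, and then COL7A1 −0.83, FST −0.83, ADAMTS12 −0.79, OXTR −0.70, ADM −0.54, TIPARP −0.48, BTG2 −0.46, EGR1 −0.42, FANCI −0.28, SEC24D −0.20 and USO1 −0.17. ZNF558, EYA4 and CYB5A, with 1 count in colony1, had ratios of colony2 to colony1 of 1530, 906 and 643, and SNAP25, with 0 counts in colony1, was at least 137-fold higher in colony2. In all 261 genes were called in both colonies in opposite directions.

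By camera 9 of the 31 lists differed between the colonies. Higher in colony1 were G2/M (adjusted p = 9.81e-10), G1/S (3.28e-09), matrix glycoproteins and proteoglycans (0.00128), DNA repair (0.00436), smooth muscle contraction (0.00784) and collagen processing (0.0484), and lower were inflammatory genes (9.35e-05), matrix proteases (0.00784) and tryptophan metabolism (0.00784). With an estimated correlation 0 of the 9 passed (adjusted p = 0.334 for matrix glycoproteins and proteoglycans, 0.591 for DNA repair and 0.549 for the other 7). No group had the 4 libraries needed for a test of outlying samples.

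Chromosomes 11, 18, 21 and 22 shifted as blocks, with medians of colony1 over colony2 of 0.41 for chromosome 11 and 0.453 for chromosome 18, a difference not tested beyond every colony1 library moving up and every colony2 library down. After trends on GC content, exonic length and mean CPM were removed, 6 of the 6 shifted medians tested (chromosomes 18, 21 and 22 in colony1 and 11, 18 and 21 in colony2, without chromosome 11 in colony1 at 0.127) stayed outside the range of the other chromosomes, which argues against GC content or length. The WT library alone cannot shift colony1 against colony2, and the smallest such median of chromosomes 11, 18 and 22 was 0.34, outside the range of −0.103 to 0.0774 of the other chromosomes, while for chromosome 21 it was −0.0305, so that WT alone cannot be told apart from a change in both colonies there. A difference in chromosome number may account for the blocks. Each of the 6 shifts was cut into 4 stretches of equal gene number. In 22 of the 24 the median lay on the side of the shift, beyond the central 95% of the stretches elsewhere. The shifts were picked for their medians, so this count partly restates them. Along chromosome 18 the medians were uneven, from 0.259 to 0.0263 in colony1 and −1.09, −0.147, −0.206 and −0.261 in colony2. On chromosome 22 in colony1 they were 0.0686, 0.418, 0.43 and 0.437, while on chromosomes 11 and 21 every stretch tested lay beyond that range. A uniform change along chromosomes 18 and 22 was therefore not seen. DNA copy number was not analysed here, and a biological cause tied to MED12 stays open and untested.

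The colonies differed in 7852 genes, more than the 4459 and 4494 of either against WT. The 10 splits of the 6 mutant libraries into 3 and 3 are too few for a share under 0.05, and 1 of them, the real one, reached 7852 while the highest of the others called 0. With 1 library of a colony kept beside 3 of the other, as for WT, the median was 4845 genes with a range of 3430 to 6080 over the 6 choices, which spans 4494. The rule written beforehand took a median above 4494 as speaking against the number of libraries. That rule was changed after the value was seen, because the median lies above 4494 by less than the spread of the 6 choices. These fits also held fewer libraries than the 7 behind 4459 and 4494, so their power is not that of the WT contrasts. They therefore cannot decide whether the number of libraries accounts for the gap. A biological difference between the clones stays open.

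Inflammatory, immediate early and G2/M genes were lower in the mutant mean than in WT. Removing the trends on GC content, length and CPM kept 0.957, 1.16 and 0.905 of the medians of these lists, which argues against such trends as the cause. For immediate early genes the gap between WT and the nearest mutant library was 13.2 times the largest range of the libraries of a colony. That range may be technical and WT has 1 library, so the ratio cannot exclude spread between cultures. The colonies did not overlap either, with mean log2 CPM of 4.244 to 4.26 in colony1, 4.407 to 4.447 in colony2 and 4.986 in WT. A biological difference between the lines is a hypothesis there, with handling of the WT culture not tested. For inflammatory genes the gap was 0.747 and for G2/M genes 0.303 of that range, but set against the range of each colony alone it was 13 times in colony1 and 0.747 in colony2 for inflammatory genes, and 0.827 and 1.55 for G2/M genes. The spread between libraries may therefore account for the lower inflammatory genes of colony2 and the lower G2/M genes of colony1. For inflammatory genes in colony1 and G2/M genes in colony2 the gap exceeded the range of that colony. There the WT side rests on 1 library and the range may be technical, so these ratios cannot exclude spread between cultures.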

How the results depend on the processing

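The fits with both WT files, with their mean and without chromosomes 11, 18, 21 and 22 were chosen after seeing the data. Depth and the single WT library limit changes under 2-fold and genes under 5 CPM.

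The 6 mutant libraries as 1 group gave 303 genes in the mutant mean and 3 collagens, since the difference between the colonies then counts as spread. The replicate block gave 2549 in the mutant mean and 1222 in both colonies in one direction. The numbers do not pair the libraries (correlations of same-numbered deviations across genes of 0.365, −0.0925 and −0.152, and not every library correlated best with its own number), so the block is no measure of the effect. Both WT files as 2 libraries gave 8446 in the mutant mean, 8649 in colony1, 8343 in colony2, 4273 in both and 21 collagens (9 higher, 12 lower), and DESeq2 on the same files 7611, 7761, 7399 and 3660, with 1 library entered as 2. A minimum of 2-fold gave 1733, 2179, 2035, 3116 between the colonies, 864 in both and 7 collagens, by construction.

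With an estimated correlation no list passed: collagen processing 0.632, matrix proteases 0.775, G1/S 0.881, G2/M 0.775, interferon 0.775, cholesterol 0.775, inflammatory 0.632 and immediate early 0.297 lost their camera call. By fry the adjusted p was 0.0682 for matrix proteases, 0.246 for G1/S, 0.0818 for G2/M, 0.141 for interferon and 0.0818 for cholesterol, and 0.0351 for collagens (lower), 0.0173 for TGF-beta, 0.0221 for WNT, 0.0351 for fibroid-associated genes and 0.0319 for heme, which gained a call. For other lost or gained calls in this part the cause was not tested.

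Leaving out a mutant library gave 2997 to 4431 genes in the mutant mean, 3248 to 5101 in colony1, 3127 to 4846 in colony2, 5869 to 7783 between the colonies, 1340 to 2112 in both and 10 to 15 collagens. With the other WT file in place of WT replicate 2 these were 5401, 5861, 5724, 7838, 2717 and 15. The other totals stayed within 1.5 times: 3198 (DESeq2) to 4506 (no filter) in the mutant mean, with 4103 for the mean of the WT files and 3405 without the 4 chromosomes. limma-voom called a smaller share higher (32.8% in the mutant mean, against 42.5%), with 1056 rises there against 1656 and 512 against 877 in both colonies. In the lists the fit of 1 mutant group left 0 falls of G2/M and 1 of inflammatory genes, the replicate block 8 inflammatory falls, both WT files 14 interferon rises, and a minimum of 2-fold 6 G2/M falls. Without the 4 chromosomes matrix proteases had 0 rises and 7 falls, G1/S 4 falls and secretion 1 rise. Without a filter the median of all genes moved to 0.245 in the mutant mean and 0.106 in colony2. Of 2555 comparisons of named genes with an alternative (21 settings, without the one that leaves out WT replicate 1, which is not in the fit) 2332 kept their direction and side of the threshold, 215 lost the call, 98 of them in the fit of 1 mutant group, 8 gained it and 0 reversed.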

Other observations

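The genes in this part were chosen after their values were seen, except those named above. TERT, the gene whose product immortalises this line, had 234 ± 24.1 CPM in colony1 and 197 ± 12.4 in colony2 against 1126 in WT (log2 −2.39 ± 0.09, edgeR adjusted p = 6.97e-08). The counts do not separate the introduced copy from the gene on chromosome 5. CDKN2A, which encodes the cell cycle inhibitor p16, had 79.0 ± 6.47 CPM in colony1 and 88.8 ± 5.04 in colony2 against 11.1 in WT (log2 2.91 ± 0.14, edgeR adjusted p = 1.91e-07), while the related inhibitor CDKN1A did not pass (−0.39 ± 0.17, edgeR adjusted p = 0.137), except without colony2 replicate 2 (0.0215 by edgeR).

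Of the smooth muscle list, the actin ACTA2 rose (719 ± 85.1 CPM in colony1 and 312 ± 97.0 in colony2 against 57.8 in WT), while MYOCD, the coactivator that drives smooth muscle genes, fell (10.8 ± 3.24 CPM in colony1 and 32.5 ± 6.15 in colony2 against 115 in WT) together with the small heat shock protein HSPB6 (−4.12). TAGLN (1.52), ACTG2 (0.96) and MYL9 (0.88) rose in the mean and in colony1 (edgeR adjusted p = 0.00388, 0.00101 and 4.36e-04) but did not pass in colony2 (0.81, 0.40 and 0.39, edgeR adjusted p = 0.0985, 0.176 and 0.120), and the colonies differed in each (0.00181, 2.25e-04 and 1.11e-04 by edgeR). Fibronectin FN1 rose (1.13 ± 0.15, 0.87 in colony1 and 1.39 in colony2), whereas COL1A1 (0.14 ± 0.23) and COL1A2 (0.04 ± 0.10) did not pass (edgeR adjusted p = 0.727 and 0.840). KYNU, the kynureninase, fell in colony1 (−7.16) and not in colony2 (0.93), a difference of −8.08 ± 0.46 between the colonies (edgeR adjusted p = 1.28e-04). Without colony2 replicate 2 TAGLN, MYL9 and KYNU passed upward in colony2 (edgeR adjusted p = 2.78e-04, 0.00263 and 0.0164), as did KYNU without colony2 replicate 3 (0.0294), ACTG2 and MYL9 without a filter (0.00305 and 0.00318) and MYL9 in DESeq2 (adjusted p = 0.0476).

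Of the collagens not named so far, the fibrillar COL3A1 (0.44 ± 0.11), the collagen VI chain COL6A1 (0.35 ± 0.09) and the transmembrane COL25A1 (0.85 ± 0.24) rose in the mutant mean (edgeR adjusted p = 0.0178, 0.0217 and 0.0269), and COL16A1 fell (−0.47 ± 0.10, edgeR adjusted p = 0.00630). COL6A1 (−0.05 in colony1 and 0.76 in colony2) and COL16A1 (0.21 and −1.16) passed in colony2 and not in colony1, and differed between the colonies (edgeR adjusted p = 4.38e-06 and 2.01e-07). The rises ended without colony1 replicate 2 (edgeR adjusted p = 0.0534, 0.0729 and 0.0532), those of COL6A1 and COL25A1 also without colony2 replicate 1 (0.0625 and 0.0571 by edgeR), and that of COL25A1 in limma-voom (adjusted p = 0.0753). Of the genes given in this part with a call in the mutant mean, TERT and CDKN2A also passed with the 6 mutant libraries as 1 group (edgeR adjusted p = 0.00163 and 0.00163), and the calls of the others named up to here ended.

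Some protein-coding genes were on in 1 line, taken as a mean of at least 5 CPM, and silent in another, taken as at most 3 counts over its libraries. With both colonies on and WT at 3 counts or fewer there were 9 genes, among them, besides CNR1, PDZD2, ZNF385D and SGCD, DDX53, LRRC4C, KSR2 and CRYBB2. With WT on and both colonies silent there were 2, FMR1NB and the glycosyltransferase gene B4GALNT4 (86 counts in WT and 1 in each colony). EYA4, DOK6, CYB5A and ZNF558 were silent in colony1 alone, and 0 genes were silent in colony2 alone. MAGEE1 and GPRC5C were on in colony2 alone, and DACH2 was on in colony1 alone. The cut of 3 counts is stricter in CPM for a colony, with 3 libraries, than for WT with 1. DDX53 at 0.182 CPM in WT was taken as silent, while MAGEA10 at 0.116 CPM in colony2 was not. Numbers of silent genes are therefore not comparable between WT and a colony.

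On chromosome 18, ENOSF1, which overlaps TYMS, fell in colony2 to 0.253 ± 0.0834 CPM from 11.7 in WT (−5.53 ± 0.25), well beyond its neighbours USP14 (−1.42), YES1 (−1.22) and SMCHD1 (−1.22).

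The number of collagen genes that were higher in the mutant mean here was 6, or 10 in DESeq2 with both WT files as 2 libraries. Both are lower than the study's count of significantly higher collagens quoted above. That count covered only collagens already raised by 3D culture, while the counts here covered all measured collagens. The sets and the adjustment of p-values differ, so the gap is not a test of the study's count.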
